A study of Mus musculus with 7 samples. Its data were reported in "C-MYC Transcriptionally Amplifies SOX2 Target Genes to Regulate Self-Renewal in Multipotent Otic Progenitor Cells" (2014).

How the data were processed

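RNA-seq was done on 3 otosphere libraries, 2 libraries of iMOP cells with bFGF and 2 libraries of iMOP cells without bFGF. Per the labels, RNA was polyadenylated RNA extracted with Trizol and sequenced on Illumina libraries, and the otosphere libraries were prepared with the Ovation RNA-Seq System kit from NuGEN, an amplification method for small RNA amounts. The authors deposited a table of whole-number read counts for 19932 gene symbols, with a column for each of the 7 libraries and 0 columns that could not be matched to a sample. The labels, the deposited table and the main text of the study do not state the aligner, counting program, genome build, annotation or use of strand, and the study's supplementary methods were not used here. Genomic positions are therefore not given, and values of overlapping or antisense genes and of members of multigene families are uncertain. The counts are not scaled between libraries. All 1004 values of 10000 or more are multiples of 10, as if written to 4 significant digits, a rounding far below the replicate spread. Of the 19932 genes, 733 had no count in any library.

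Groups and replicate numbers were taken from the sample labels. Total counts per library were used as the depth, and 3 counts were taken as the smallest level a library can show. Wilson intervals at 95% and this limit cover counting error only, because reads without molecular identifiers are not independent molecules. Before replicates were averaged, each pair of libraries was compared by a chi-square over genes with a summed count of at least 20, and Spearman's rho was computed across genes with a count in any library.

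Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) using filterByExpr, TMM scaling, glmQLFit and the two-sided quasi-likelihood F test glmQLFTest, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Each comparison was fitted on its own groups only. Standard errors of log2 fold changes were derived from the F statistic. CPM, counts scaled to the library total, were further scaled by TMM within each comparison unless stated. Where all libraries of a group were at 3 counts or fewer, the fold change was computed against 3 counts and is a lower bound. Cell-cycle lists of 43 S-phase and 54 G2/M genes were tested with camera (two-sided, inter-gene correlation 0.01), adjusted over the lists. The median log2 ratio between iMOP cells and otospheres was taken on group means plus 0.5 CPM. Transcript length and GC content came from the GENCODE annotation of GRCm38 and were matched by symbol for 98.4% of the genes, and RefSeq tables of the same assembly were used for older gene symbols.

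The genes to be named were fixed before the data were examined: those the study's text names for each comparison, a list of 12 markers, and for each comparison the 4 largest rises and 4 largest falls among genes past the threshold with a mean of at least 10 CPM and no overlap between the libraries of the groups. Alternatives fixed at the same time were DESeq2 1.42.0 with its size factors, library totals without a composition factor, upper quartile scaling, no low-count filter, a minimum mean of 10 CPM, a fit of all 7 libraries, the replicate number as a block, a minimum absolute log2 fold change of 1, fry in place of camera, and leaving out each replicate. The replicate numbers come from the sample labels, which do not say whether same-numbered libraries share a cell line or a culture. An alternative with another pseudocount applied only to normalized values and was not needed for counts.

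The fits were tested on counts simulated from the means and library sizes of the data, with 200 genes changed by a log2 fold change of 2. The comparison of iMOP cells with otospheres recovered 74% of the changed genes among 13525 simulated genes, with 3.66% of calls false. The withdrawal comparison recovered 100% among 12994 genes, with 6.72% of calls false. For each gene, the simulated libraries of both groups had the same spread, and few genes were changed. In the data the biological coefficient of variation was 0.466 among otospheres and 0.0368 among iMOP libraries with bFGF. The simulation therefore does not show the share of false calls under such unequal spread. Embryonic stem cell libraries and chromatin immunoprecipitation data described in the study were not analysed here, so transcription factor targets were not used here to select genes.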

Results

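RNA-seq read counts per gene were analysed for 7 mouse libraries in 3 groups. Otospheres are floating spheres that form when dissociated inner-ear cells are kept in suspension, and 3 otosphere cultures were sequenced as biological replicates. iMOP cells are a self-renewing otic progenitor line derived from otosphere cells after delivery of c-Myc. Of these, 2 libraries came from cells kept in medium with the B27 supplement and 20 ng/ml of basic fibroblast growth factor (bFGF), and 2 came from cells moved to medium with B27 but no bFGF. The otosphere libraries held 10018904, 9351852 and 6291977 counts for replicates 1, 2 and 3. The iMOP libraries with bFGF held 18147664 and 17438747 counts, and those after bFGF withdrawal held 17190977 and 16394515 counts. Between 15878 and 16672 genes had at least 1 count in an otosphere library, 15890 and 16035 in the iMOP libraries with bFGF, and 16475 and 16516 after withdrawal. A gene with 3 counts, taken as the smallest level the depth can show, corresponded to between 0.299 and 0.477 CPM in otospheres and between 0.165 and 0.183 CPM in iMOP cells, where CPM is the usual scaling of a count to its library total. The 20 highest genes took from 11.7% to 17.5% of the counts of an otosphere library and from 9.59% to 10.3% of the counts of an iMOP library. Col2a1 alone accounted for 5.04% of the counts of otosphere replicate 2 (95% Wilson interval 5.03% to 5.05%).

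The similarity of otospheres and iMOP cells across the transcriptome was assessed by rank correlation. Over the 19199 genes with a count in any library, Spearman's rho across genes averaged 0.798 for the 6 pairs of an otosphere library with an iMOP library grown with bFGF, and ranged from 0.796 to 0.800. The 3 pairs of otosphere libraries averaged 0.937, with a range from 0.927 to 0.947. The pair of iMOP libraries with bFGF reached 0.989, the pair without bFGF 0.989, and the 4 pairs between these groups averaged 0.982. Each otosphere pair was therefore closer than any pair of an otosphere with an iMOP library. Genes are not independent replicates, so these coefficients carry no p-value. The alternative that moved the first value most was a restriction to the 10088 genes with a mean of at least 10 CPM, where rho between otospheres and iMOP cells with bFGF fell to 0.427 and rho among otospheres to 0.895. In a chi-square comparison of counts, the pair of iMOP libraries with bFGF differed by 2.72 per degree of freedom and the pair without bFGF by 4.40, where sampling noise alone gives 1. The otosphere pairs differed by 91.8 to 126 per degree of freedom.

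**Figure D1:**
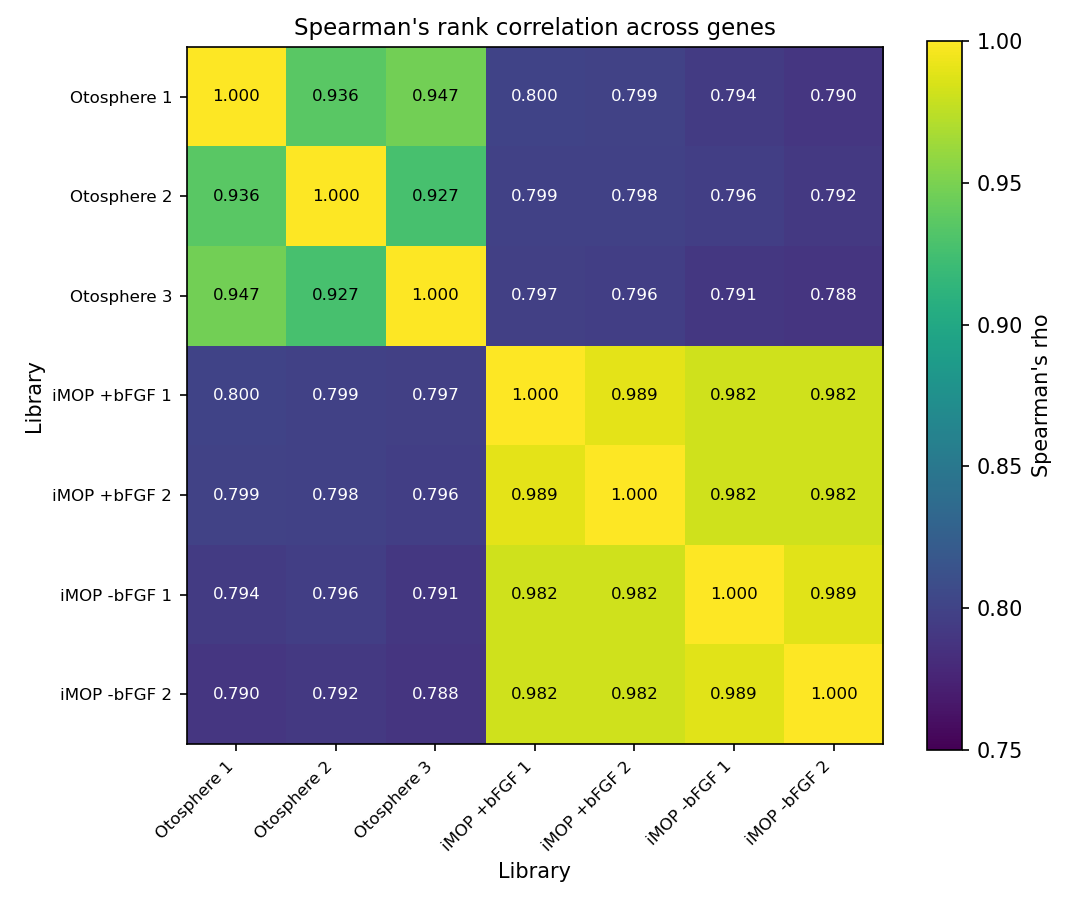
Spearman's rho across genes for every pair of the 7 libraries, named on both axes, with colour from 0.75 to 1 and the value printed in each cell (+bFGF, grown with bFGF; -bFGF, after withdrawal). The 3 otosphere libraries correlate with each other at 0.927 to 0.947 and with the iMOP libraries with bFGF at 0.796 to 0.800, while the 4 pairs of iMOP libraries with and without bFGF average 0.982.

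A pairwise comparison of iMOP cells with bFGF (n = 2) and otospheres (n = 3) asked which transcripts differ between the self-renewing line and the primary cultures. Per the labels, the otosphere libraries were made with an amplification kit that the iMOP libraries did not use. Library protocol therefore differs along with cell type in every result of this comparison, and the design alone cannot separate them. Tests given below argue against a general loss of transcripts like Sox2 in length and GC content, and against GC content as the source of most calls. Other effects of the protocol were not excluded. Of 13848 genes tested with edgeR, 8315 (60.0%) had an adjusted p-value under 0.05, of which 4038 were higher and 4277 were lower in iMOP cells. At least a 2-fold change was seen for 3197 of the higher and 3651 of the lower genes. The spread between replicates was very unequal, with a biological coefficient of variation of 0.466 among otospheres and 0.0368 among iMOP libraries with bFGF. The counts moved most when genes were limited to a mean of at least 10 CPM, which left 3149 higher and 3210 lower genes.

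The study also asked whether transcript levels of C-MYC and SOX2 target genes shift upward in iMOP cells. Those targets were not used here, and the values below cover all tested genes, which is a different measure. Over the 13848 tested genes, the median log2 ratio of iMOP cells with bFGF over otospheres was -0.04 after TMM scaling, and 49.0% of genes were higher in iMOP cells. For the 6 pairs of single libraries, the median log2 ratio lay between 0 and 0.01. TMM scaling centres the bulk of genes near a ratio of 1, so the scaled values could not show a shift shared by most genes. With library totals only, the median log2 ratio was 0.09 and 52.3% of genes were higher. The ratio varied with expression level. When the genes were ranked by mean expression and divided into 5 bins, the median was -1.28 and 33.0% of genes were higher in the lowest bin of 2770 genes, and the median was 0.32 and 59.1% were higher in the middle bin. In the highest bin the median was 0.073, with an interquartile range from -0.82 to 0.90. All of these values are relative to the library total, and the amount of RNA per cell was not measured.

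Genes named in the study for this comparison were examined next. Of the 14 genes, 13 were tested, and all 13 had an adjusted p-value under 0.05 whether the adjustment ran over all genes or over the list alone, with 10 higher and 3 lower in iMOP cells. Myc was 34.3-fold higher (log2 fold change 5.10 ± 0.43 SE, adjusted p = 0.000802), with 92.5 ± 42.4 CPM in otospheres (SD, n = 3) and 3168 ± 83.5 in iMOP cells (SD, n = 2). The counts do not separate endogenous Myc transcripts from those of the delivered gene. By qPCR, the paper found that the viral transcript fell to a very small part of total c-Myc, which it attributed to silencing of the retrovirus. Sox2 had 0, 1 and 0 counts in the otosphere libraries and 4002 and 4249 counts in the iMOP libraries, at least 573-fold higher in iMOP cells when otospheres were placed at the 3-count limit (adjusted p = 0.000313). Wdr5, which encodes a WD-repeat protein, was 3.69-fold higher (log2 fold change 1.88 ± 0.17 SE, adjusted p = 0.000925). Among cyclin-dependent kinases, Cdk1 (listed under the older symbol Cdc2a) was 2.25-fold higher (adjusted p = 0.0254), Cdk2 was 3.69-fold higher (adjusted p = 0.00180) and Cdk4 was 3.01-fold higher (adjusted p = 0.000910). Without otosphere replicate 2 the adjusted p-value of Cdk1 rose to 0.0688. Genes of DNA replication licensing followed the same direction, with Cdc7 9.91-fold, Mcm2 4.12-fold, Cdt1 4.41-fold and Skp2 1.72-fold higher. The log2 fold change of Cdc7 was 3.31 and ran from 2.96 to 4.07 when an otosphere replicate was left out. The largest adjusted p-value of these genes was 0.0203, for Skp2, whose log2 fold change of 0.78 was under the alternative minimum of 1. With the replicate number as a block Skp2 did not pass (adjusted p = 0.0515).

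Cdkn1a, Lats1 and Lats2, which restrain the cell cycle, were lower in iMOP cells. Cdkn1a was 41.2-fold lower (log2 fold change -5.37 ± 0.56 SE, adjusted p = 0.00133), falling from 818 ± 445 CPM in otospheres (SD, n = 3) to 19.8 ± 0.989 in iMOP cells (SD, n = 2). Lats1 was 2.20-fold lower (adjusted p = 0.00628) and Lats2 was 2.36-fold lower (adjusted p = 0.00189). Wee2 was too low to be tested, with 0, 1 and 10 counts in otospheres and 2 and 0 counts in iMOP cells. Of 12 further markers, 7 were tested and 6 passed the threshold. Sox2 is described above. Cdkn1b, an inhibitor of cyclin-dependent kinases, was 3.18-fold higher in iMOP cells (adjusted p = 0.00195), and Isl2 was at least 11.5-fold higher, from 0, 0 and 3 counts in otospheres (adjusted p = 0.0192). Rb1 was 2.40-fold lower (adjusted p = 0.00674), Klf4 was 10.8-fold lower (adjusted p = 0.0373) and Atoh1 was at least 15.5-fold lower (adjusted p = 0.0270), with 2 counts in each iMOP library. Cdh1 did not differ beyond the spread between replicates (log2 fold change -2.23 ± 1.09 SE, adjusted p = 0.129). Rb1 lost its call when transcript length and GC content were modelled (adjusted p = 0.109). Pax2 had 1 and 0 counts and Isl1 had 0 and 2 counts in the iMOP libraries with bFGF, so neither transcript was detectable above the 3-count limit at this depth.

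The genes with the largest fitted log2 fold changes, among those with a mean of at least 10 CPM, were present in 1 group and at the detection limit in the other. Mpp3, Necab2, Sox2 and Pipox had the largest fitted rises. Fitted values against counts of 0 depend on the small count that edgeR adds, so the lower bounds given here do not rank these genes against others. Mpp3 and Necab2 had no count in any otosphere library and were at least 173-fold and at least 172-fold higher in iMOP cells (adjusted p = 0.000722 and 0.000699), and Pipox was at least 106-fold higher (adjusted p = 0.000969). Col1a2, Cytl1, Col3a1 and Mmp3 had no count in either iMOP library with bFGF. Col1a2 had 30550, 18770 and 93750 counts in the otosphere libraries and was at least 43704-fold lower in iMOP cells (adjusted p = 0.00357). Cytl1 was at least 13191-fold lower (adjusted p = 0.00799), Col3a1 at least 11010-fold lower (adjusted p = 0.000352) and Mmp3 at least 10683-fold lower (adjusted p = 0.000466). Otospheres varied widely for some of these genes, and Cytl1 ranged from 1355 counts in replicate 3 to 40870 counts in replicate 2.

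Cell-cycle genes were tested as sets to ask whether proliferation signatures differ. Of 43 S-phase genes, 32 were higher in iMOP cells with bFGF than in otospheres, with a median log2 fold change of 0.79 (limma camera, adjusted p = 0.0235). Of 54 G2/M genes, 38 were higher, with a median of 0.43 (limma camera, adjusted p = 0.0366). Neither set passed in the self-contained rotation test fry, with adjusted p-values of 0.146 for S phase and 0.210 for G2/M. Neither passed without otosphere replicate 3, where camera gave adjusted p-values of 0.0928 and 0.258.

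**Figure D2:**
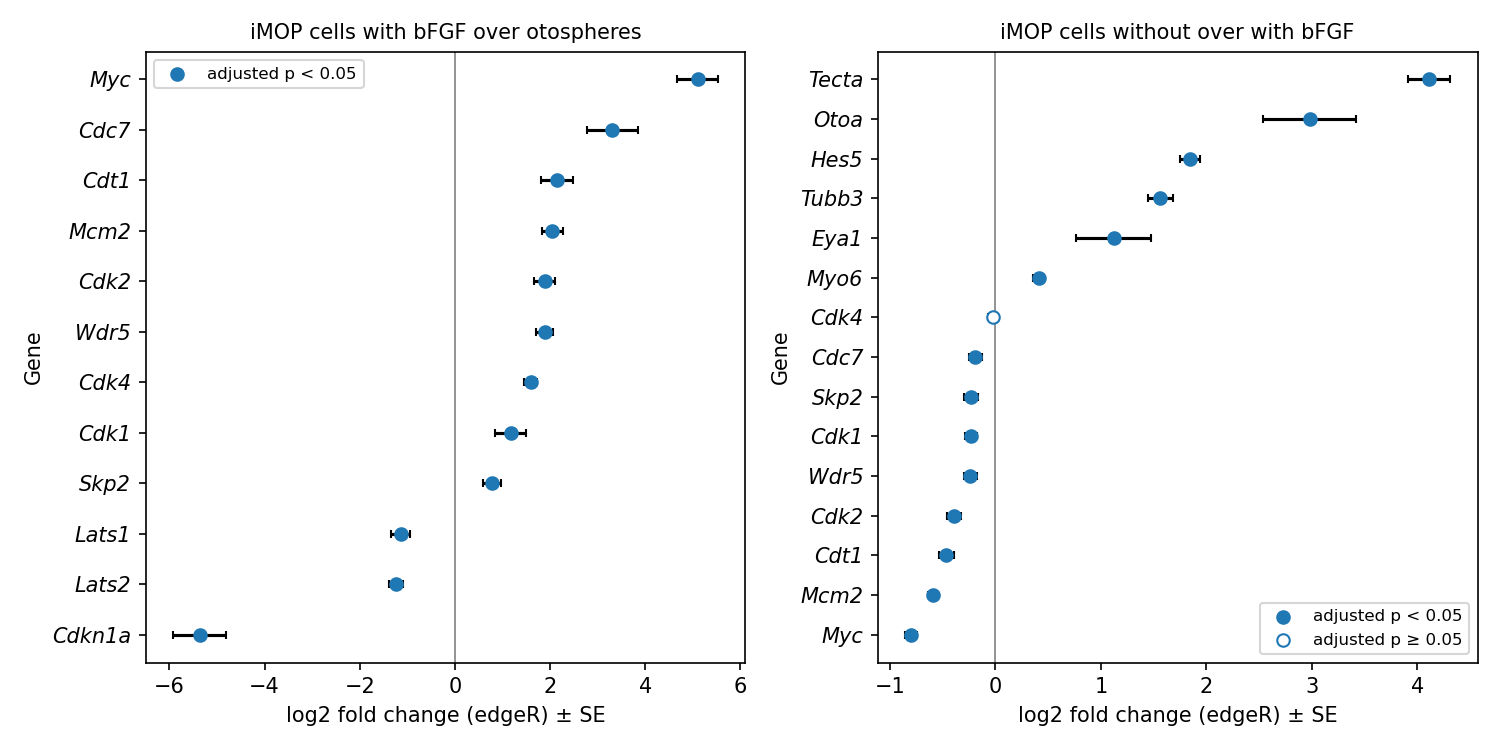
Log2 fold changes (horizontal axis, edgeR, points) with standard errors (bars) for the genes named in the study, iMOP cells with bFGF over otospheres on the left and iMOP cells without over with bFGF on the right; filled points have an adjusted p-value under 0.05. Sox2 and Wee2 are left out on the left because a group lay at the detection limit, values there run from -5.37 for Cdkn1a to 5.10 for Myc, and on the right from -0.80 for Myc to 4.11 for Tecta, with Cdk4 (open point) at -0.03.

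To ask which genes respond to bFGF withdrawal, iMOP cells without bFGF (n = 2) were compared with iMOP cells with bFGF (n = 2). Of 13131 genes tested with edgeR, 6170 (47.0%) had an adjusted p-value under 0.05, with 3005 higher and 3165 lower after withdrawal. Most changes were small. The median absolute log2 fold change of these 6170 genes was 0.43, and 706 higher and 275 lower genes changed at least 2-fold. The calls rested on the small spread between iMOP replicates, with a biological coefficient of variation of 0.0467 in this fit. When the otospheres were added and all 7 libraries shared an estimate of the spread, 3 genes were higher and 3 were lower. With library totals in place of TMM scaling, 3997 genes were higher and 2186 lower, so that 64.6% of calls were increases instead of 48.7%. With the replicate number as a block, 3680 genes were higher and 3819 lower, and all 6170 genes were among them. The block leaves the fewest possible degrees of freedom for the spread. With it, the edgeR adjusted p of Hes5 fell from 4.11e-08 to 1.95e-167. Keeping all calls in that fit is therefore no check of robustness. Same-numbered libraries deviated together only weakly, with a correlation of 0.157 across genes between the replicate differences of the 2 groups.

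Of the 15 genes named in the study for withdrawal, 14 had an adjusted p-value under 0.05, over all genes and over the list alone, with 8 lower and 6 higher. Myc was 1.74-fold lower (log2 fold change -0.80 ± 0.06 SE, adjusted p = 4.68e-07), from 3455 ± 81.6 to 1984 ± 148 CPM (SD, n = 2 in each group). Mcm2 was 1.51-fold lower (adjusted p = 2.82e-06), Cdt1 1.38-fold lower (adjusted p = 0.000244) and Cdk2 1.31-fold lower (adjusted p = 0.000485). Cdk1, Wdr5, Cdc7 and Skp2 were lower by 1.17-fold, 1.18-fold, 1.14-fold and 1.17-fold, with adjusted p-values from 0.00617 to 0.0216. None of these last 4 genes passed the threshold with library totals in place of TMM scaling, and Cdc7 and Skp2 did not pass in DESeq2. Cdk4 did not change beyond the spread between replicates (log2 fold change -0.03 ± 0.05 SE, adjusted p = 0.668), and its direction reversed under library totals, where the median of all tested genes moved by the same 0.083.

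Genes of inner-ear and neuronal differentiation were higher after withdrawal. Tecta, which encodes alpha tectorin, was 17.3-fold higher (log2 fold change 4.11 ± 0.20 SE, adjusted p = 2.72e-08), rising from 0.725 ± 0.139 to 12.6 ± 0.815 CPM (SD, n = 2 in each group). Otoa was 7.88-fold higher (adjusted p = 0.000187) from 2 and 4 counts to 26 and 23 counts. Hes5 was 3.59-fold higher (adjusted p = 4.11e-08), Tubb3 was 2.96-fold higher (adjusted p = 1.14e-06) and Myo6 was 1.33-fold higher (adjusted p = 6.67e-05). Eya1 was 2.18-fold higher (adjusted p = 0.0214), from 13 and 8 counts to 27 and 19 counts, and did not pass in DESeq2 (adjusted p = 0.188). Of the 12 further markers, 7 were tested and 5 passed. Mycn was 3.43-fold higher from 8 and 7 counts (adjusted p = 0.00877), Sox2 was 1.17-fold higher (adjusted p = 0.0200), Cdkn1b was 1.16-fold higher (adjusted p = 0.0172), Rb1 was 1.31-fold higher (adjusted p = 0.00880) and Klf4 was 1.80-fold lower (adjusted p = 0.000562). Cdkn1b and Rb1 did not pass in DESeq2. Isl2 and Cdh1 did not differ beyond the replicate spread (adjusted p = 0.163 and 0.572). Atoh1 had 3 and 4 counts after withdrawal and 2 counts in each library with bFGF, which is too few to compare.

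**Figure D3:**
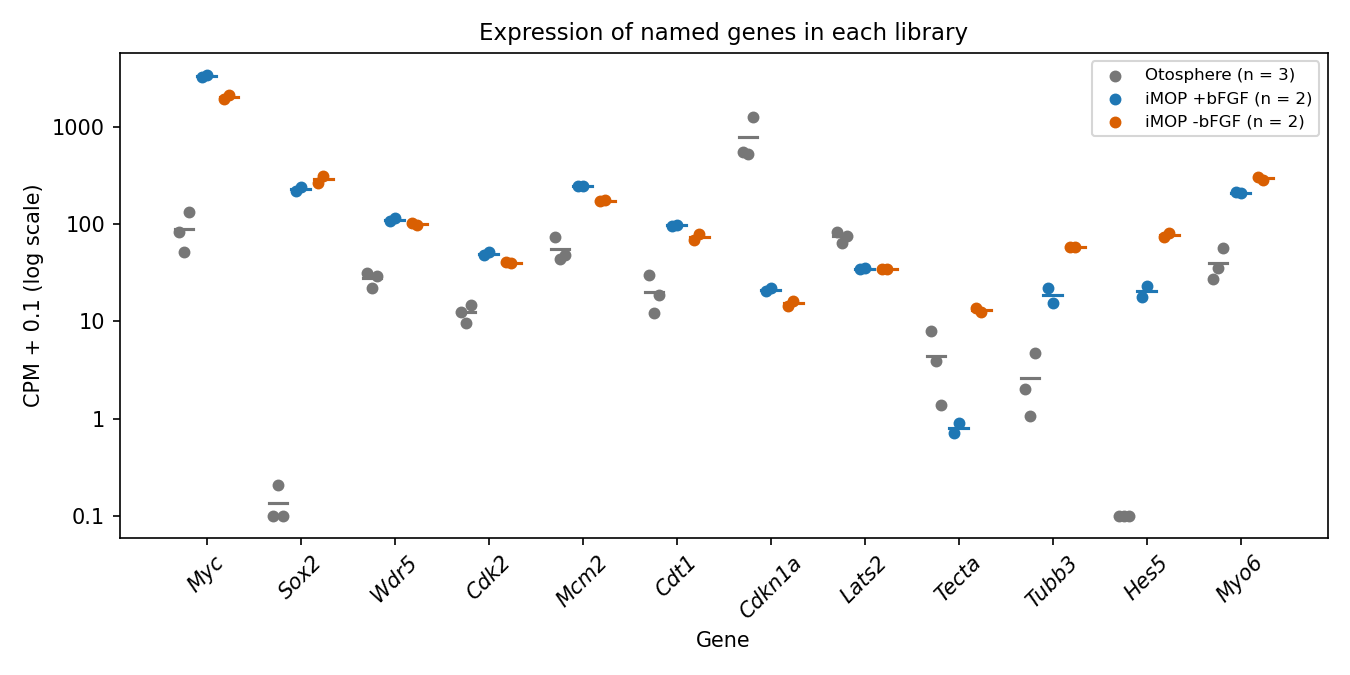
CPM of the library total plus 0.1 (vertical log axis) for 12 named genes (horizontal axis) in each of the 7 libraries, as points, with the group mean as a short line. Sox2 lies at 0 to 0.107 CPM in otospheres and at 221 to 244 in iMOP cells with bFGF, and Tecta rises from between 0.606 and 0.803 with bFGF to between 12.4 and 13.6 without.

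Among genes past the threshold with a mean of at least 10 CPM, the 4 largest rises and the 4 largest falls after withdrawal were genes outside the list of 15. Fbln2 was 32.2-fold higher (log2 fold change 5.01 ± 0.08 SE, adjusted p = 7.83e-12), from 9.88 ± 0.918 to 318 ± 20.2 CPM (SD, n = 2 in each group). Gabbr2, Nnat and Gpm6a were 18.8-fold, 17.5-fold and 10.8-fold higher. Adh7 was 11.4-fold lower (log2 fold change -3.51 ± 0.07 SE, adjusted p = 4.30e-11), from 154 ± 2.09 to 13.5 ± 0.620 CPM. Lrmp, Dlgap1 and Rgs16 were 11.1-fold, 7.47-fold and 7.43-fold lower. The largest adjusted p-value of these 8 genes was 5.12e-06, for Dlgap1, whose counts with bFGF were 256 and 439.

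Cell-cycle sets were lower after withdrawal by small amounts. Of 43 S-phase genes, 40 were lower, with a median log2 fold change of -0.22 (limma camera, adjusted p = 9.61e-05). Of 54 G2/M genes, 38 were lower, with a median of -0.13 (limma camera, adjusted p = 0.0104). With the replicate number as a block, whose check is given above as a correlation of 0.157, the medians were -0.22 and -0.13 and camera gave adjusted p-values of 5.85e-06 and 0.00461. The limit given above for the block fit holds for these smaller p-values too. The G2/M set did not pass among genes with a mean of at least 10 CPM (adjusted p = 0.0779).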

Values the study reported

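For iMOP cells relative to otospheres, the study reported increases of about 34-fold for c-Myc, about 5,700-fold for Sox2 and about 5.9-fold for Wdr5. It gave increases of 2.3-fold for Cdk1, 3.7-fold for Cdk2, 2.1-fold for Cdk4, 10-fold for Cdc7, 4.1-fold for Mcm2, 4.4-fold for Cdt1 and 1.7-fold for Skp2. The decreases it listed were -41-fold for Cdkn1a, -2.2-fold for Lats1, -2.4-fold for Lats2 and -11.4-fold for Wee2. The rank correlation of otospheres with iMOP cells was stated as above 0.8. After bFGF withdrawal, the study reported a 1.8-fold decrease of c-Myc and increases of 2.2-fold for Eya1, 17.2-fold for Tecta, 8.0-fold for Otoa, 2.9-fold for Tubb3, 3.6-fold for Hes5 and 1.3-fold for Myo6.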

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

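The counts of genes higher and lower in iMOP cells with bFGF than in otospheres stayed within 1.5 times of the reported counts under every alternative run, from 3149 to 4700 higher and from 3210 to 4908 lower. DESeq2 shared 8295 of the 8315 calls. Leaving out an otosphere replicate gave from 4115 to 4264 higher and from 4163 to 4492 lower genes and kept at least 91.0% of the calls. With the replicate number as a block, 3956 genes were higher and 4137 lower, while the replicate differences of otospheres and iMOP cells were uncorrelated across genes (0.0157), which gives no sign that the numbers pair these cultures. The block left 7478 of the 8315 calls. A correction for transcript length and GC content and a fit without the 20 top genes of either group were chosen after seeing the data, and they gave 4139 and 4036 higher and 3882 and 4269 lower genes.

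The cell-cycle sets were less stable in this comparison. With the replicate block the S-phase median was 0.61 (camera, adjusted p = 0.0889) and the G2/M median 0.24 (adjusted p = 0.157). In fry, on the same medians of 0.79 and 0.43, neither set passed, and among genes with at least 10 CPM the G2/M set did not pass (median 0.34, adjusted p = 0.112). Across the 3 fits that each left out an otosphere replicate, the S-phase median ran from 0.60 to 1.08 and the G2/M median from 0.21 to 0.77, and the S-phase set passed without replicate 1 or 2 and the G2/M set only without replicate 1. The direction was kept in all of these. Otosphere replicate 3 has no iMOP library of the same number, so the block takes it out of the estimated fold changes. The block and the fit without replicate 3 are therefore not separate checks, with S-phase medians of 0.61 and 0.60 and G2/M medians of 0.24 and 0.21. What sets replicate 3 apart, and the cause in the other settings, was not tested.

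The withdrawal counts depended strongly on how the spread was estimated. The fit of all 7 libraries called 3 higher and 3 lower genes instead of 3005 and 3165. The coefficient of variation was 0.466 among otospheres and 0.0368 and 0.0548 in the iMOP groups, so the shared estimate took in a far larger spread. DESeq2 called 1851 higher and 2320 lower genes, all 4171 of them among the reported calls. Requiring an absolute log2 fold change of at least 1 left 706 higher and 275 lower genes. The withdrawal S-phase set kept its direction and passed in every alternative run. The G2/M set did so except among genes with at least 10 CPM, where its median was -0.080. With library totals the S-phase median was -0.13 instead of -0.22, and the G2/M median was -0.044 instead of -0.13. The size of both shifts therefore depends on the scaling. Leaving out a replicate here leaves 1 library in a group, so no gene counts or set tests were made for it.

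The median log2 ratio between iMOP cells and otospheres moved around 0, to 0.094 with library totals, -0.065 with upper quartile scaling and -0.017 at 10 CPM or more, and from -0.027 to 0.0030 when a replicate was left out. The percentage of genes higher was 52.3%, 48.3% and 49.4% in these settings and from 49.2% to 50.1% without a replicate. The change from TMM to library totals moved the median of the edgeR log2 fold changes from -0.04 to 0.10, so fold changes of that size depend on the scaling.

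Rank correlations kept their order in each setting. With at least 10 CPM the means were 0.427 between otospheres and iMOP cells with bFGF, 0.895 among otospheres and 0.968 between iMOP cells with and without bFGF, and Pearson's r on log2 values gave 0.794, 0.950 and 0.990. Leaving out a replicate gave 0.927 to 0.947 among otospheres.

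Among the 26 named genes tested between iMOP cells and otospheres, 4 results lost significance in an alternative. These were Skp2 with the replicate block (adjusted p = 0.0515) and under the fold change minimum (log2 fold change 0.78), Cdk1 without otosphere replicate 2 (adjusted p = 0.0688), and Rb1 after the length and GC correction (adjusted p = 0.109). Among the 30 tested for withdrawal, 49 results lost significance, 26 of them in the fit of all 7 libraries, 13 under the fold change minimum, 5 in DESeq2 and 4 with library totals. Cdk4, which did not pass, reversed to 0.057 with library totals and 0.021 at 10 CPM or more, and Cdh1, which did not pass either, ranged from -0.091 to 0.70 when a replicate was left out, for which the cause was not tested. Where 1 iMOP library was left in a group, values of single genes were differences of mean log2(CPM + 0.1) and were set against the same difference over all libraries, not against the edgeR fold change. That difference was 0.31 for Cdh1. The reversals of Cdk4 follow the scaling, since its shifts of 0.083 and 0.048 equal the median shifts of all tested genes in those settings, 0.083 and 0.048. In the withdrawal comparison no library held more than 36 counts of Cdh1, Otoa, Eya1 or Mycn, which limits their precision.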

Other observations

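The tests of a library deposited more than once, of the shortened mesenchyme list and of Y-linked genes after withdrawal were chosen only after the result was seen, and the form of the comparison of sex-linked genes within groups was settled after their counts had been seen. The marker lists were written before they were tested.

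Sox2 was at least 573-fold higher in iMOP cells than in otospheres here. Mean CPM was 0.0388 in otospheres and 219 in iMOP cells, and the bound puts otospheres at the 3-count limit instead. As a lower bound it does not conflict with the larger value quoted from the study above. Wdr5 was 3.69-fold higher here. That is lower than the value quoted from the study above. Cdk4 was 3.01-fold higher here. That is higher than the value quoted from the study above. The rank correlation between otospheres and iMOP cells with bFGF averaged 0.798 here. That is slightly lower than the value quoted from the study above. Wee2 was at least 3.75-fold lower in iMOP cells here, resting on the 10 counts of otosphere replicate 3. Mean CPM was 0.597 in otospheres and 0.0521 in iMOP cells, and the bound puts iMOP cells at the 3-count limit instead. It does not conflict with the larger decrease quoted from the study above.

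Sox2, a marker of otic progenitors, had 1 count in 3 otosphere libraries together. Depth does not account for this, since at the mean share seen in iMOP cells the smallest otosphere library would have held 1460 Sox2 counts. Nor was it a general loss of such transcripts in the amplified libraries. Of 212 other genes with similar length and GC content and at least 100 CPM in iMOP cells, 1 (0.472%) was at or under 3 counts in all otosphere libraries. RNA from other cell types was tested with marker lists. Of 20 mesenchyme markers, 19 were higher in otospheres, with a median log2 fold change of -7.75 for iMOP cells over otospheres (camera, adjusted p = 9.79e-09). That list includes Col1a2 and Col3a1, which are among the largest falls named above, and without them 17 of 18 genes were higher in otospheres, with a median of -7.35 (limma camera, adjusted p = 9.14e-08). All 10 cartilage markers were higher in otospheres, with a median of -10.71 (adjusted p = 0.00145). Both medians kept their sign with library totals, at -7.61 and -10.54. A candidate explanation is that these otosphere libraries hold mainly RNA of mesenchymal and cartilage-forming cells, in which case the comparison would contrast cell types as well as the effect of c-Myc. Cell composition was not measured, and the library protocol differed between the groups. The paper reported detectable SOX2 in most cells of the otospheres it examined, and Sox2 transcript in all samples tested by RT-PCR. A total of 1 Sox2 count in 3 libraries does not match those reports. In spheres of that kind, admixed cells alone would hardly bring Sox2 so low. Whether these libraries match the otospheres described was not settled here.

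Pax2 and Isl1 were near 0 in iMOP cells while Sox2 was high, so an otic and a neural profile were set against each other. Of 16 tested otic epithelium markers, 13 were lower in iMOP cells than in otospheres, with a median log2 fold change of -3.41 (camera, adjusted p = 0.0117), the opposite of an otic profile in iMOP cells. Exceptions were Lfng, Jag1 and Fbxo2, with log2 fold changes of 3.29, 3.26 and 0.99, the last within the replicate spread (adjusted p = 0.203). Of the 26 genes in the list the others were too low to be tested, among them Neurod1, with 0, 2 and 0 counts in otospheres and 28 and 8 in iMOP cells with bFGF, and Sox10, with 3, 0 and 0 against 7 and 10. All 17 tested neural progenitor markers were higher, with a median of 5.37 (adjusted p = 1.42e-07). Among them, Msi1, Ptprz1 and Dll3 were within the replicate spread (edgeR, adjusted p = 0.491, 0.853 and 0.584). The list held 20 genes, and the 3 that were not tested were too low and did not follow this direction. Prom1 had 5, 8 and 46 counts in otospheres and 2 and 0 in iMOP cells with bFGF, Nkx6-1 had 16, 5 and 1 against 0 and 0, and Nkx2-2 had 2, 0 and 0 against 0 and 0. Olig2 had 4, 0 and 0 counts in otospheres and 4295 and 4371 in iMOP cells with bFGF, and Gfap had 23, 0 and 0 counts against 7758 and 7464. After the correction for transcript length and GC content the neural set still passed, with 16 genes higher, a median of 5.18 and an adjusted p of 1.52e-06, and with library totals its median was 5.49. The profile of the iMOP libraries may be closer to neural progenitors than to otic epithelium. This remains a hypothesis, because library protocol differs with cell type and otospheres are the only reference. By antibody staining the paper found PAX2 and ISL1 in most iMOP cells, and by qPCR it found both transcripts retained. It also reported that iMOP cells engrafted into chick ears formed hair cells and supporting cells. The near absence of Pax2 and Isl1 transcripts here does not match those findings, and the cause was not tested.

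Technical sources of the large difference between iMOP cells and otospheres were tested. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, were higher in otospheres for 32 of 34 genes, with a median log2 fold change of -2.60 for iMOP cells over otospheres (camera, adjusted p = 1.42e-07), although S-phase genes had a median of 0.79 in the other direction. The otosphere kit may therefore have kept RNA without a poly(A) tail, and part of the difference could come from library preparation. Reads shared within the histone family were not resolved. Across genes, the log2 ratio rose with GC content (Spearman's rho 0.230) and was unrelated to transcript length (rho -0.00748). After correction for both, 8021 of the 13667 genes with values passed, against 8215 before, and 7017 were shared, so GC content does not account for most calls. Leaving out 38 genes, the 20 highest of each group, left 8305 calls, so a few dominant genes do not account for them. A difference in protocol remains a possible explanation for an unknown part of the calls.

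The pairs of iMOP libraries differed far less than pairs of otosphere libraries. They were not copies of 1 library, since the pair with bFGF differed by 2.72 per degree of freedom. A difference of sex between libraries of a group was not seen, as the smallest adjusted p over 10 exact binomial tests of Xist and 4 Y-linked genes was 0.103. Low spread among iMOP cultures is a candidate explanation for the high number of withdrawal calls, and bears on the 3 higher and 3 lower genes called in the fit of all 7 libraries. No biological explanation was tested. The otospheres did differ in these genes. Xist had 4657 and 3882 counts in replicates 1 and 2 and 36 in replicate 3, and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty together had 456, 64 and 818.

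These 4 Y-linked genes were lower in both iMOP libraries without bFGF. Their summed counts were 227 and 227 with bFGF and 42 and 28 without, and all 4 passed the edgeR test (largest adjusted p = 0.00155). Depth does not account for this, as the log2 ratio of their share of the library was -2.61. Counting error does not either, with 454 summed counts with bFGF and 70 without (exact binomial test, p = 3.09e-65). Of 1619 other genes in the same range of CPM, 0.926% fell as far, but single genes include responses to withdrawal, so this share does not bear on counting error. If the Y-linked reads with bFGF came from RNA like that of otosphere replicate 3, the smaller of those libraries would also have held 25508 Col1a2 counts, and both held 0. The 4 genes fell by 4.65-fold, 8.25-fold, 4.43-fold and 9.25-fold, which Fisher's exact test did not separate from a common factor (p = 0.136). Summed counts without bFGF ran from 5 for Uty to 29 for Ddx3y, so unlike factors could go unseen in that test. Their level with bFGF was 9.82% of that of otosphere replicate 3, and without bFGF 1.60%. The cultures without bFGF may have held fewer cells with a Y chromosome, and some of the withdrawal changes could reflect a different mix of cells and not a response to bFGF. Xist stayed low in all iMOP libraries, with 21 and 22 counts with bFGF and 31 and 36 without, so an entry of Xist-expressing cells was not seen. The paper describes independent iMOP lines for each condition and does not say whether the same lines were used in both. It reported a normal XY karyotype for the clonal line it examined, without saying whether that line was sequenced. A mixed culture, a difference between lines and a response of these genes cannot be told apart here. A difference between lines would bear on the other withdrawal calls as well.

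Changes after withdrawal were set against the differences between iMOP cells and otospheres, using a different iMOP library in each ratio. Across 12592 genes Spearman's rho averaged -0.140, and with a shared library it was more negative by a difference of -0.0185, so the shared library explains little of it. Other values were mixed on a return toward the otosphere profile. The rank correlation with otospheres averaged 0.792 for iMOP cells without bFGF and 0.798 with bFGF. Neural progenitor markers, higher in iMOP cells than in otospheres, rose further after withdrawal for 12 of 17 genes, with a median log2 fold change of 0.49 (camera, adjusted p = 3.72e-06), and the 11 mesenchyme markers tested had no common shift (median 0.10, adjusted p = 0.298), with Fn1 at -1.06 and Col1a1 at 0.86. In contrast, all 5 tested cartilage markers, lower in iMOP cells than in otospheres, rose after withdrawal by log2 fold changes of 0.59 to 2.17, and 4 of them passed the edgeR threshold. Gata3, Lmx1a and Eya1 rose too, with log2 fold changes of 1.38, 2.43 and 1.12. Anything else that both iMOP libraries with bFGF share would also give a negative rho across genes, so these data do not settle whether there was such a return.

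FGF and ERK target genes were lower after withdrawal for 14 of 17 genes, with a median log2 fold change of -0.17 (camera, adjusted p = 0.00761) and of -0.09 with library totals (13 of 17 lower, adjusted p = 0.0108). Spry4 had a log2 fold change of -0.98, Dusp6 of -0.72 and Etv5 of -0.22, whereas Etv1 rose by 0.44. This is consistent with loss of FGF signalling as a source of part of the decreases, although the change in cell mix above was not excluded for these genes.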
